A study of Mus musculus with 15 samples.

How the data were processed

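RNA was measured in 15 mammary tumours of p53-null BALB/c mice that belonged to 4 transplantable models, with 4 samples of 2151R, 1 of T11, 2 of 2225L and 8 of 2208L. Per the labels' protocols, total RNA was isolated with a column kit and poly(A) libraries were made with an Illumina TruSeq kit. The aligner, the counting method, the genome build, the annotation and the normalization between samples are not stated in the labels or the header. The series text writes the names of 2151R and 2225L with a digit fewer, and the sample titles and the header of the table were followed.

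The authors deposited 1 table of log2 values for 17271 gene symbols and 15 samples, with no missing value and no repeated symbol. The log2 scale and the centring of each gene on a median are taken from the name the authors gave the table, and the offset added before the logarithm is not stated. The values were checked for what they hold. They ranged from -14.55 to 13.11, and the median gene SD over the samples was 0.692, so the values are not scaled to unit variance. Only 1124 genes (6.51%) had a median of exactly 0 over these 15 samples, so the centring was made on another or a larger set of samples. A value is therefore the log2 ratio to an unstated reference level of the same gene. Differences between samples can be read for a gene, but levels of different genes cannot be ranked. In 727 genes (4.21%) at least 2 samples shared exactly the same value, and 0 genes had more than 1 such repeated value. It was the lowest value of 243 genes (1.41%), where it is called a floor, and lay above the lowest in 484. The repeated values above the lowest were noticed after the comparisons were made. What a repeated value stands for is not stated, so it is not read as a measured level, but all tests used it as deposited. No fold is given where all samples of a group lay at it. The table holds no counts, so the depth of the samples is unknown and no counting error can be given. The precision rests on the spread between samples alone.

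Samples were grouped by the model in their titles. The titles also split 2208L into 4 samples marked PBS, 3 marked 3day nt and 1 marked ROSEN. The meaning of 5310 and 53ca in the titles of replicates 1 and 2 of 2151R is not stated. Replicate numbers were given in accession order and pair no samples. The library numbers of 2151R, of 2208L PBS and of 2208L 3day nt fall in separate ranges, so the model or subset and the library range cannot be told apart in these comparisons.

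Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without an intensity trend since each gene is centred) on the values as deposited. The model comparisons used 1 fit of all 15 samples with a mean for each model and a shared spread. The comparison of 2208L PBS with 2208L 3day nt used a fit of those 7 samples. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 are called different, with no minimum fold. All 17271 genes were tested. With simulated values for the 17271 genes and 200 changed genes, the fit recovered 80% of genes changed by 2 log2 units and 45% of those changed by 1 for 2151R against 2208L, where 7 of its 132 calls were unchanged genes. For 2225L against 2151R it recovered 63% and 17%, and 4 of its 84 calls were unchanged genes. The other 2 comparisons lay between these. Simulated genes were independent, and far fewer were changed than were called in the data. The adjusted threshold was therefore stricter in the simulation, and these rates do not give the power of the reported fits.

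A score was computed for each of 15 gene sets, as the mean over the set of a gene's value minus its mean over the 15 samples. Scores were compared between models with two-sided exact permutation tests, adjusted by Benjamini-Hochberg over the 15 sets of a comparison. The camera test with its preset correlation and the fry test, both of limma, were run beside them. For T11, the median difference from 2208L over a set was ranked among 10000 random lists of the same size. The score test was tested on simulated data with 3 of 15 sets shifted by 1.5, and the recovered shifts ran from 1.38 to 1.83, but 1 set that was not shifted was also called. Over 100 further simulated draws of the 15 sets, 99.3% of shifted sets and 0.917% of sets that were not shifted were called, and 3.56% of calls were of sets that were not shifted. The tests, the samples in each fit, the gene sets, the rule for named genes and the alternatives were fixed before the data were examined, except where an alternative or a test is described as chosen later.

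Named genes are the 3 with the largest difference in each direction for each model comparison, and the 2 in each direction for the subset comparison. They were taken among called genes whose groups do not overlap, without symbols of predicted genes. The 2 members of each set with the largest difference between 2151R and 2208L, and Trp53, were added. Genes named outside this rule are said to be so where they appear.

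Gene order was taken from the RefSeq annotation of GRCm38.p6, in which 16241 genes (94.0%) were placed by symbol. It was used for names and for neighbouring genes only, and no positions are given because the build behind the table is not stated. The placed genes were put in 261 windows of 60 neighbours, and the spread of the window medians was compared with 100 shuffles of gene order. Window and chromosome medians were read with the overall shift between samples taken out, unlike the limma fits, which used the values as deposited. GC content and transcript length, from GENCODE transcripts, were known for 15990 (98.5%) of the placed genes.

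The alternatives were centring each sample, quantile normalization, a trend or a robust fit in eBayes, fitting only the groups compared, other choices of samples, the library prefix as a covariate, sample weights, leaving out genes of small SD or with a repeated value, a minimum fold, other ways to score a set, and leaving out each replicate in turn. Scores and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.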

Results

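The data were RNA-seq profiles of 15 mammary tumours from 4 p53-null BALB/c mouse models, given as centred log2 expression values for 17271 genes. The series concerns chemotherapy and macrophage depletion in triple negative breast cancer, a form of breast cancer that lacks the 3 receptors used to guide therapy. No sample title names either treatment, and the comparison that the labels set up is that between the models 2151R (n = 4), T11 (n = 1), 2225L (n = 2) and 2208L (n = 8). Sequencing depth is unknown, since the table holds no counts. T11 has no replicate, so its values carry no test.

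All samples are labelled p53 null. The value of Trp53, the gene that encodes p53, was 0.19 ± 0.081 (SD, n = 4) in 2151R, -0.091 ± 0.18 (SD, n = 8) in 2208L and -0.006 in T11. In 2225L it was 1.63 in replicate 1 and -0.18 in replicate 2. With limma and Benjamini-Hochberg adjustment, Trp53 did not differ between 2225L and 2208L (difference 0.82, SE 0.32, adjusted p 0.069). With library prefix as a covariate it was called (difference 1.12), while of the samples of 2225L only the CP sample lay above the range of 2208L. Because each gene is centred, these values do not show whether Trp53 is expressed.

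Samples of a model resembled each other, with differences within 2208L. Pearson correlations across genes, which are not independent replicates, ran from 0.743 to 0.91 among the samples of 2151R, and from 0.435 to 0.542 between 2151R and T11. The samples of 2225L correlated at 0.561. Within 2208L, correlations ran from 0.645 to 0.737 among PBS samples, from 0.355 to 0.892 among 3day nt samples and from -0.116 to 0.452 between the subsets. The first principal component held 45.2% of the variance and set 2151R and T11 apart from 2225L and 2208L. The second (17.4%) set 2225L apart, and the third (13.5%) replicates 6 and 8 of 2208L.

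**Figure D1:**
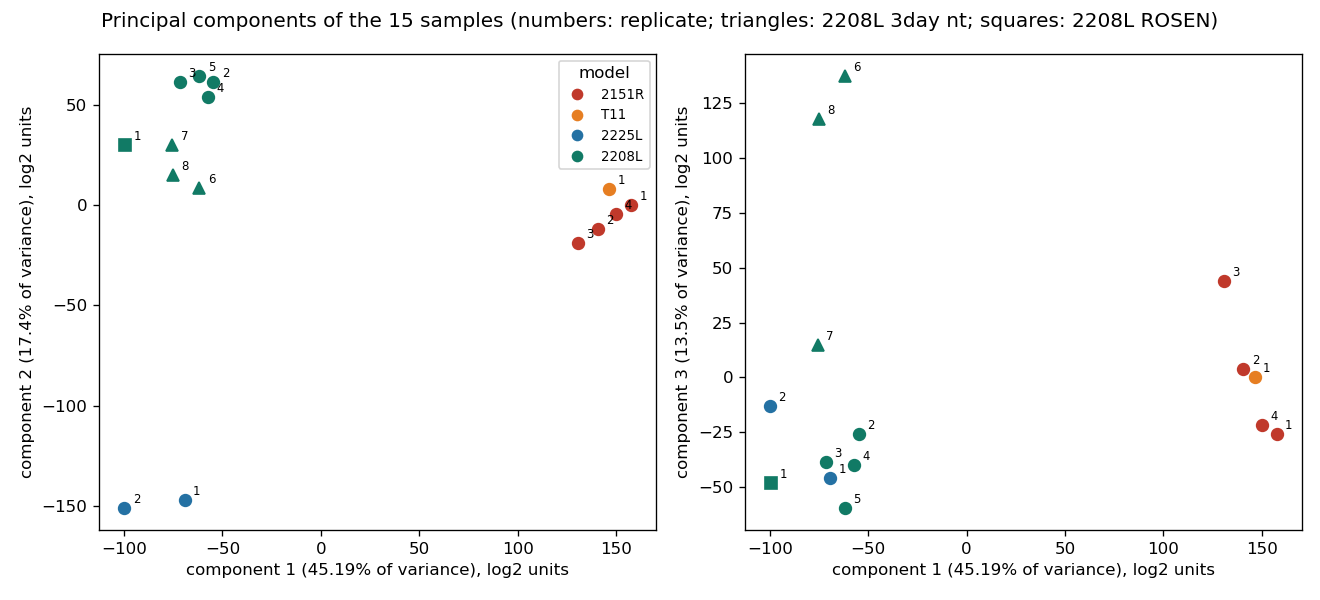
Principal components of the 15 samples, with component 1 (45.2% of the variance) on the x axes and components 2 (17.4%) and 3 (13.5%) on the y axes, in log2 units. Points are samples, colours are models, triangles are 2208L 3day nt and the square is 2208L ROSEN. 2151R and T11 lie on the right of both panels.

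The comparison of 2151R with 2208L asks how the expression of these models differs. Of 17271 genes, 4508 were higher and 3926 lower in 2151R, together 48.8%, by limma with a Benjamini-Hochberg adjusted p-value under 0.05. Of these, 2585 and 2566 differed by at least 1 log2 unit. The groups did not overlap at 38.8% of genes, where chance gives 0.404%. The median difference over all genes was 0.10. Among the alternatives in sample choice, the largest change came from using samples titled NT, nt or PBS only, which left 2658 higher and 2808 lower. All 4 samples of 2151R share a range of library numbers that holds no other model, so model and library range cannot be told apart.

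The largest differences with no overlap were at Nptx1, Crhbp and Rgs17 (higher in 2151R) and at Alkal2, Wfdc18 and Gpx2 (lower). The value of Nptx1 was 7.84 ± 0.37 (SD, n = 4) in 2151R and -3.66 ± 1.11 (SD, n = 8) in 2208L, a difference of 11.50 (SE 0.71, limma adjusted p 2.36e-08). Crhbp differed by 10.07 (SE 0.17) and Rgs17 by 10.01 (SE 0.42), but 7 of the 8 samples of 2208L share an exact value at Crhbp and 3 share one at Rgs17, so these differences and SEs rest partly on a repeated value. Alkal2 was -1.21 ± 0.79 (SD, n = 4) in 2151R and 11.62 ± 0.43 (SD, n = 8) in 2208L, a difference of -12.84 (SE 0.47, limma adjusted p 1.48e-10). Wfdc18 differed by -11.84 (SE 0.31) and Gpx2 by -11.04 (SE 0.31). At Gpx2 2 of the 4 samples of 2151R lay at a repeated value, and at Alkal2 1 did.

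Gene set scores summarize lists chosen as markers of cell states and cell types. The samples are whole tumours, so which cells express a set was not tested. Of the 15 sets, 9 differed between 2151R and 2208L by the exact permutation test after adjustment, where the smallest p that 4 against 8 samples allow is 0.00404. Of the 15 sets, camera called 4 (epithelial junction, basal keratin, interferon response and proliferation) and fry called 8, and all 4 of the camera calls held under fry. The exact calls of mesenchymal, macrophage, neutrophil attractant and endothelial were shared by fry and not by camera. Of the 153 genes in the sets, 84 were called over all genes tested and 85 when adjusted within each set alone. Of the set genes named for this comparison, Mrc1, Cd28, Cd4, Ccl2, Tek, Cdh5 and Pck1 were no longer called with samples titled NT, nt or PBS only.

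The epithelial junction score differed most, at -3.91 ± 0.42 (SD, n = 4) in 2151R and 2.33 ± 0.19 (SD, n = 8) in 2208L (difference -6.25, exact adjusted p 0.0121), and all 12 of its genes were lower. Among them Cldn7 differed by -8.34 and Cldn3 by -7.33. The basal keratin score differed by -2.43 (exact adjusted p 0.0121), with Dsg3 at -8.62 and Sfn at -5.68, while 3 of its 10 genes were higher. The mesenchymal score was higher by 1.11 (exact adjusted p 0.0121), with Zeb1 at 3.88 and Vim at 3.09. Of its 12 genes, 5 were called higher and 1 lower, and the median difference was 0.47. The proliferation score was higher by 0.76 (exact adjusted p 0.0121), with Foxm1 at 1.62 and Bub1 at 1.49. The interferon response score was lower by a difference of -1.55 (exact adjusted p 0.0121), with Rsad2 at -2.63 and Isg15 at -2.48.

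Among cell type sets, the macrophage score was 0.66 ± 0.21 (SD, n = 4) in 2151R and -0.17 ± 0.51 (SD, n = 8) in 2208L (difference 0.84, exact adjusted p 0.026), with Mrc1 at 2.28 and Msr1 at 1.97. The macrophage call was lost without replicate 1, 2 or 4 of 2151R, with differences from 0.76 to 0.90 in those fits. It held without replicate 3 (0.89). Within 2208L the macrophage score was -0.26 ± 0.48 (SD, n = 4) in PBS and 0.20 ± 0.27 (SD, n = 3) in 3day nt samples. The 3day nt samples (0.01 to 0.51) overlapped those of 2151R (0.46 to 0.89). The endothelial score was higher by 0.91 (exact adjusted p 0.0303), with Tek and Cdh5 each at 1.52. The fibrillar collagen and fibroblast score was higher by 1.04 (exact adjusted p 0.0337), with Dcn at 3.56 and Pdgfra at 2.10. Neither camera nor fry called it (adjusted p 0.111 and 0.0669, n = 4 and 8), and it was no longer called with the median over the set as the score (0.84, exact adjusted p 0.0606, n = 4 and 8). The neutrophil attractant score was lower by a difference of -1.53 (exact adjusted p 0.026), with Csf3 at -5.09 and Cxcl1 at -1.74.

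The other 6 sets did not pass the threshold. The neutrophil score differed by -0.87 (exact adjusted p 0.132), with Cd177 at -4.95 and Mmp9 at 4.93, which moved in opposite directions. The T cell score differed by 0.87 (exact adjusted p 0.146), with Cd28 at 2.78 and Cd4 at 1.30. The macrophage attractant score differed by 0.44 (exact adjusted p 0.331), with Il34 at 2.06 and Ccl2 at 1.73. The B cell score differed by 0.32 (exact adjusted p 0.429), and neither Pax5 (1.16) nor Fcrla (0.48) was called. The adipocyte score differed by 3.44 (exact adjusted p 0.0667), with Pck1 at 4.76 and Cfd at 4.33, and 2 of the 8 samples of 2208L lay at the floor of Pck1. The skeletal muscle score differed by -2.40 (exact adjusted p 0.485). It was 5.75 in replicate 3 of 2151R and 9.08 and 8.50 in replicates 6 and 8 of 2208L, and Ckm (-3.81) and Acta1 (-3.52) differed by less than their spread.

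**Figure D2:**
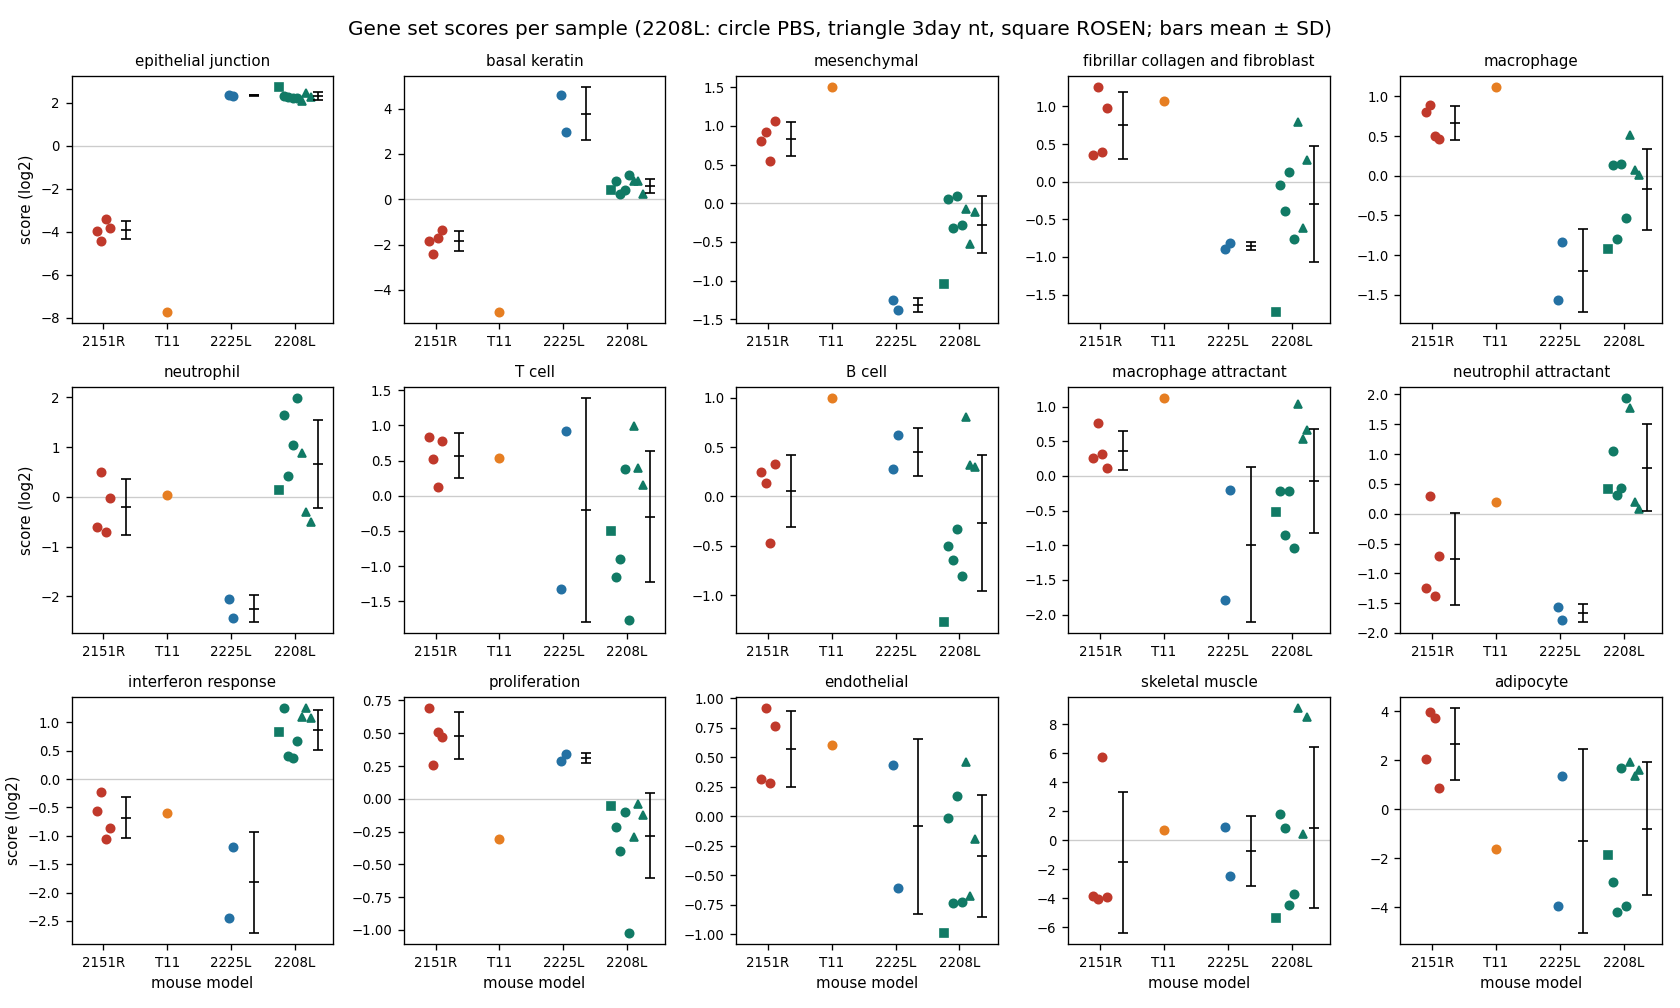
Gene set scores (y axes, log2 units relative to the mean of the 15 samples) by model (x axes), with a panel for each of 15 sets. Points are samples, with circles for PBS, triangles for 3day nt and a square for ROSEN in 2208L, and bars give the mean ± SD where a model has more than 1 sample. The epithelial junction scores of 2151R lie from -4.45 to -3.42 and those of 2208L from 2.09 to 2.73.

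The comparison of 2225L with 2208L found 2693 genes higher and 2994 lower in 2225L (32.9%) by limma with a Benjamini-Hochberg adjusted p-value under 0.05. Sample weights moved this most, to 958 higher and 1200 lower. The samples of 2225L differed in library prefix, CP or ROSEN, and 2208L holds samples of both prefixes, so prefix could enter as a covariate, which gave 2567 higher and 2910 lower. The largest differences were at Rhox5 (12.14, SE 0.73), Ren1 (11.92, SE 1.37) and Brinp2 (11.72, SE 0.27), and at Cftr (-10.19, SE 1.04), Alkal2 (-10.16, SE 0.61) and Fezf1 (-10.16, SE 0.61). Of the 8 samples of 2208L, 5 lay at a repeated value at Brinp2, 4 at Ren1 and 1 at Rhox5. Rhox5 was 11.15 ± 0.73 (SD, n = 2) in 2225L and -0.99 ± 1.16 (SD, n = 8) in 2208L. With a trend in eBayes, Alkal2 and Fezf1 were no longer called. The value of Cftr was 0.00 in one sample of 2225L and -6.64 in the other. The SEs use the spread shared by all models. The SD in 2225L (n = 2) was 2.07 at Alkal2 and 1.93 at Fezf1, and 1.07 at Ren1 and 0.375 at Brinp2.

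With 2 samples against 8 the smallest exact p is 0.0444, which 6 sets reached, and none passed after adjustment (lowest exact adjusted p 0.111). Camera called 7 sets and fry 6, and 6 were called by both. These 6 were basal keratin (score difference 3.19), mesenchymal (-1.04), macrophage (-1.02), neutrophil (-2.91), neutrophil attractant (-2.44) and interferon response (-2.69). Without replicate 1 of 2225L the macrophage difference was -0.66. The epithelial junction score differed by 0.015, with an exact p of 0.711. Of the 153 genes in the sets, 56 were called over all genes and 59 when adjusted within each set alone.

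Between 2225L and 2151R, 3934 genes were higher and 4464 lower in 2225L by limma with a Benjamini-Hochberg adjusted p-value under 0.05. The largest differences were at Rhox5 (13.68, SE 0.80), Gpx2 (12.94, SE 0.43) and Snorc (11.83, SE 0.75), and at Nptx1 (-11.26, SE 1.01) and Ccbe1 (-11.05, SE 0.97). These SEs use the spread shared by all models. The SD in 2225L (n = 2) was 2.91 at Nptx1, 2.53 at Ccbe1 and 2.19 at Snorc, and 0.73 at Rhox5 and 0.91 at Gpx2. Of 4 samples of 2151R, 3 lay at the floor of Snorc, 2 at a repeated value at Gpx2 and 1 at Rhox5. Rgs17 lay at its floor in both samples of 2225L and at 8.41 ± 0.28 (SD, n = 4) in 2151R. The smallest exact p for 2 against 4 samples is 0.133. Camera called 7 sets and fry 8, with 7 called by both, among them epithelial junction (score difference 6.26), basal keratin (5.62), mesenchymal (-2.15), macrophage (-1.86) and neutrophil (-2.04). Of the 153 set genes, 78 were called over all genes and 76 when adjusted within each set alone.

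In the single sample of T11, the epithelial junction score was -7.72, below the range of 2151R, and the median difference of its genes from 2208L was -10.71, below each of 10000 random lists of the same size. The basal keratin score was -4.96. The mesenchymal score was 1.5, with the median difference from 2208L at percentile 99.99 of random lists, and the macrophage score was 1.11, at percentile 99.14. Interferon response genes lay at percentile 0.07 and proliferation genes at percentile 41.73. These percentiles describe this library and are not a test of the model.

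Within 2208L, 3007 genes were higher and 2857 lower in the 4 PBS samples than in the 3 samples titled 3day nt (34% of genes), by limma with a Benjamini-Hochberg adjusted p-value under 0.05. The groups did not overlap at 44.8% of genes, where chance gives 5.71%. The subsets come from separate library ranges, so subset and library range cannot be told apart. These counts varied with single samples: leaving out replicate 8 gave 1362 higher and 1017 lower, and leaving out replicate 6 gave 1723 and 1227. Both samples have high skeletal muscle scores. Rsc1a1 and Zxda lay at their floors in all 3 samples titled 3day nt and at 0.19 ± 0.26 and 0.44 ± 0.42 (SD, n = 4) in PBS samples. Zxda also lay at -6.91 in replicate 3 of 2151R. How reads were assigned to overlapping or similar genes is not stated, so both are uncertain. Retnla was lower in PBS samples by a difference of -10.09 (SE 1.09, limma adjusted p 0.00315), and Pvalb, which is abundant in skeletal muscle, by a difference of -9.48 (SE 2.43, limma adjusted p 0.0262). At Pvalb 2 of the 4 PBS samples lay at a repeated value. The Pvalb call was lost without replicate 4, 5, 6 or 8 of 2208L, with differences from -8.75 to -7.91 in those fits. With the muscle score as a covariate, chosen after the data were seen, neither Pvalb (-2.59) nor Retnla (-10.34) was called. Pvalb is a gene of the muscle set, so its smaller difference in that fit is built in. The Retnla difference did not shrink, while its SE rose to 1.72, so its lost call does not show muscle as the cause.

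Differences between models also ran along chromosomes. Genes were put in genome order and in 261 windows of 60 neighbours, an analysis chosen after the data were seen. Window medians of 2151R minus 2208L had an SD of 0.347, and those of the CP minus the ROSEN sample of 2225L an SD of 0.340. In 15 pairs of samples within 2151R or within a subset of 2208L the SD was from 0.039 to 0.099. With the overall shift between samples taken out, no window of those pairs lay beyond 0.5 in size. There were 35 such windows for 2151R minus 2208L and 36 for the pair of 2225L. These SDs and counts also grow with the overall size of the gene differences. With gene order shuffled, the median SD was 0.146 for 2151R minus 2208L and 0.149 for the pair of 2225L. It was 0.051 for replicates 2 and 5 of 2208L, the pair at 0.099. Only the part above the shuffled SD follows gene order.

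**Figure D3:**
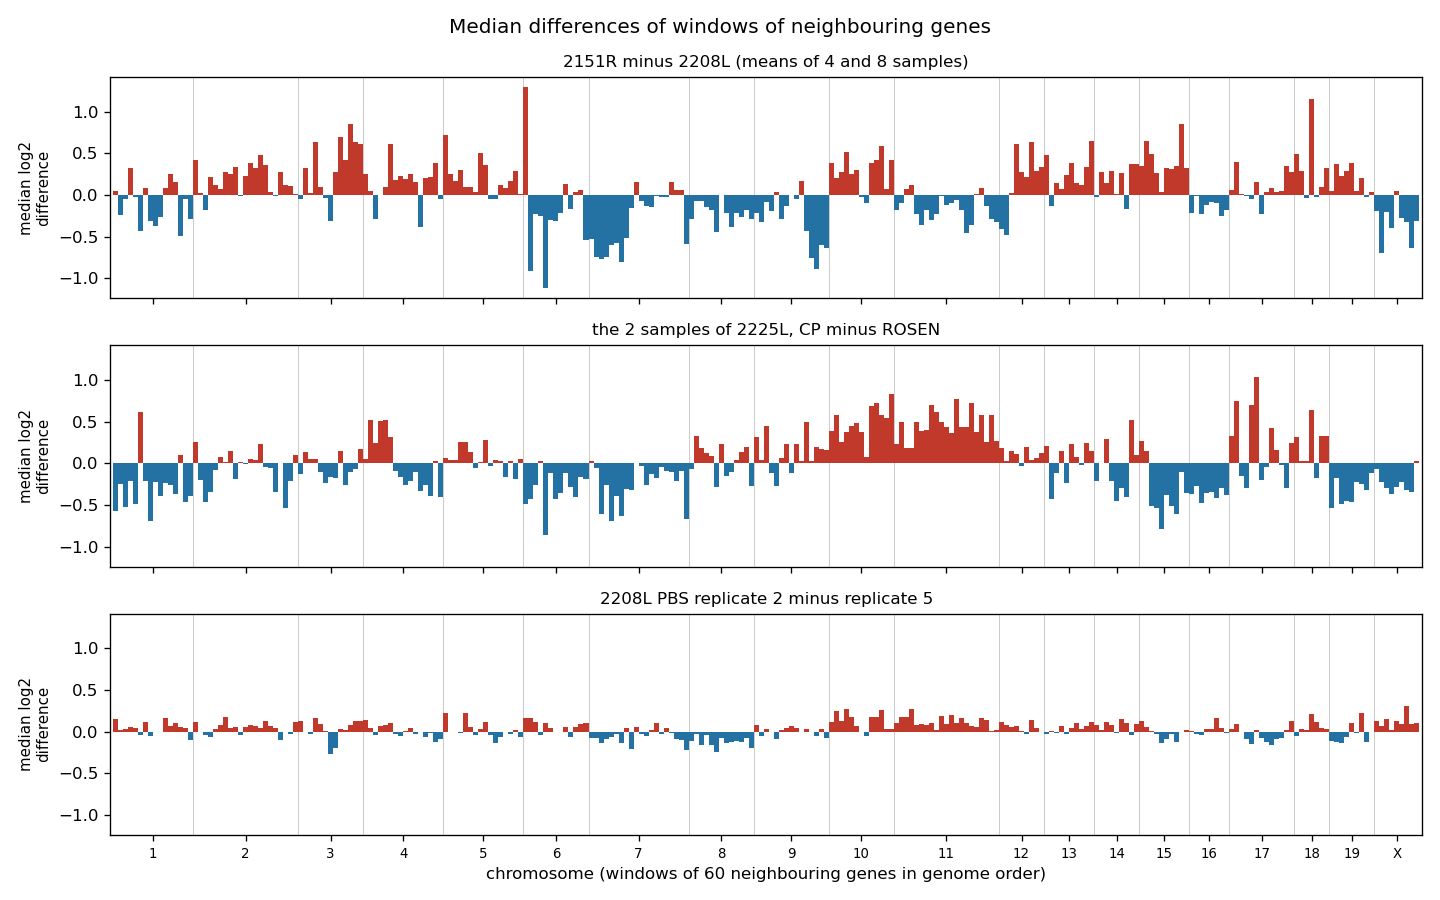
Median log2 differences (y axes) of 261 windows of 60 neighbouring genes in genome order (x axis, by chromosome), for 2151R minus 2208L, for the samples of 2225L and for a pair of 2208L PBS samples. Bars are windows, red above 0 and blue below, and the SD of the bars is 0.347, 0.340 and 0.099 from top to bottom. With gene order shuffled, the median SD is 0.146, 0.149 and 0.051. The overall shift between samples is taken out.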

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

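The tests on muscle gene lists below include one, on adult muscle genes, that was chosen after the high scores were seen. Among 129 groups of 4 to 8 samples tested for a sample far from the others, 11 had one, and chance alone gives about 1 in 20, or 6.5.

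The skeletal muscle score of replicate 3 of 2151R was 5.75, while the other 3 samples lay from -4.09 to -3.87. In that sample Acta1 was 6.94 (others -5.17 to -4.19) and Pvalb was 9.45 (others -3.19 to -1.93). Replicates 6 and 8 of 2208L also had high scores (9.08 and 8.50), without lying far enough from the rest to stand apart, as they were 2. Scaling between samples does not explain it, since after centring each sample on its median the scores still rose by at least 8.09. A second list of 15 adult muscle genes, none of them in the set, had a median rise of at least 7.32 in each of the 3 samples. Skeletal muscle taken with the tumour may therefore be a source of this RNA. How many of these genes the tumours themselves express was not assessed, since the table holds no levels. Muscle differentiation of tumour cells stays open. Of 11 embryonic and differentiating muscle genes, 7 are in the table, and their median rise was 0.056 in replicate 3 of 2151R but 6.35 and 5.88 in replicates 6 and 8 of 2208L, up to 0.77 of that of the adult genes. With 1 sample of 2151R and mixed results, the test cannot decide between them.

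The proliferation score of replicate 5 of 2208L was -1.02, and the other samples lay from -0.40 to -0.04. Its median over all genes was also the lowest of the 15 samples (-0.29), so the value is not independent of scaling. No explanation was tested.

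The other values that stood apart were single genes. In 2208L, Cldn3 was 2.02 in replicate 1 (others 0.91 to 1.24), and Pax5 was -2.22 in the same sample (others -0.68 to 0.35). Replicate 6 of 2208L had Brinp2 at 1.0 (others -0.11 to 0.41) and Ccl2 at 1.03 (others -1.70 to -0.54). Crhbp was -0.74 in replicate 8 of 2208L, with the other 7 samples at the repeated value of 0.00. In 2151R, Bub1 was 1.38 in replicate 1 (others 1.11 to 1.12), and Snorc was -2.03 in replicate 4, with the others at the floor of -3.01. No explanation was tested for these genes.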

How the results depend on the processing

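The skeletal muscle score as a covariate and leaving out the 727 genes with a repeated value were chosen after the data were seen, and the other alternatives before. Where an alternative left no test, a value counts as the same if it moved by less than 1 SD between replicates, whatever its sign. No paired analysis was possible because the titles carry no replicate numbers. The alternative for missing values gave no value, since the table has none.

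Centring each sample, quantile normalization, a trend or a robust fit, and leaving out genes of small SD or with a repeated value kept all 8 counts of genes within 1.5 times. With samples titled NT, nt or PBS only, 2658 genes were higher in 2151R than in 2208L, where fewer samples enter. Requiring 1 log2 unit left 2585 higher and 2566 lower in 2151R than in 2208L, and 1206 higher and 1002 lower in 2208L PBS than in 3day nt, by its construction. Sample weights gave 958 higher and 1200 lower in 2225L than in 2208L, 2529 and 2723 in 2225L than in 2151R, and 5938 and 5754 in PBS than in 3day nt; the cause was not tested. With the muscle score as a covariate, 86 genes were higher and 38 lower in PBS than in 3day nt, and 69.4% of calls were higher against 51.3% without it; muscle score and subset overlap in 7 samples, so the covariate also removes differences between subsets. Leaving out 1 replicate gave from 1362 to 3988 genes higher and from 1017 to 3111 lower in PBS than in 3day nt, with the lowest counts without replicate 8.

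Of 45 set score differences, 23 changed under at least 1 alternative. The other 22 kept their calls where tested and otherwise moved by less than 1 SD, but 4 of these 22 changed sign. These were adipocyte, endothelial and skeletal muscle in 2225L minus 2208L and skeletal muscle in 2225L minus 2151R, so their directions are not settled. With PBS samples only as 2208L, adipocyte and skeletal muscle in 2225L minus 2208L were 1.07 and 0.64, and with NT, nt and PBS titles only skeletal muscle in 2225L minus 2151R was -1.68. Quantile normalization gave the adipocyte score of 2151R minus 2208L 3.88, now called, and the epithelial junction score of 2225L minus 2208L -0.26, opposite in sign to a difference near 0. It also moved epithelial junction and basal keratin in 2225L minus 2151R to 5.42 and 4.61. For T11, it moved the median difference of the genes of a set from 2208L from -10.71 to -7.21 for epithelial junction and from -5.76 to -4.26 for basal keratin, and that of skeletal muscle from -0.09 to 0.39. That of proliferation went from 0.10 to -0.05 with centring and -0.03 with quantile normalization. The median over the set turned the T cell score of 2225L minus 2208L to -0.21, and gave fibroblast 0.84 in 2151R minus 2208L, no longer called, as did dividing each gene by its SD (0.88). With PBS samples only as 2208L, the macrophage attractant score of 2151R minus 2208L was 0.95 and called. With 3day nt samples only, that score was -0.38, T cell 0.055, B cell -0.42 and adipocyte 1.01, and in 2225L minus 2208L B cell was -0.023 and macrophage attractant -1.74. NT, nt and PBS titles only gave epithelial junction -5.90. The cause was not tested for these.

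Leaving out 1 replicate, scores of 2151R minus 2208L ran from 0.66 to 1.05 for T cell, 2.96 to 4.04 for adipocyte, 0.79 to 1.02 for endothelial, 0.83 to 1.20 for fibroblast, 0.73 to 0.93 for macrophage and -1.89 to -1.32 for neutrophil attractant. They ran from -4.83 (without replicate 3 of 2151R) to -1.23 (without replicate 6 of 2208L) for skeletal muscle and from 0.18 to 0.50 for B cell, which were not called in any fit. Without replicate 6 of 2208L the T cell score (1.05) was called, and without replicate 4 of 2151R the adipocyte score (4.04) was. Macrophage and endothelial calls were lost without replicate 1, 2 or 4 of 2151R, neutrophil attractant without 1, 3 or 4, and fibroblast in 8 fits. In 2225L minus 2208L the ranges were -1.03 to 1.23 for T cell, 2.37 to 4.01 for basal keratin and -3.32 to -2.06 for interferon response. They were -1.39 to -0.66 for macrophage and -1.71 to -0.12 for macrophage attractant, both smallest without replicate 1 of 2225L. Adipocyte (-3.16 to 2.17), endothelial (-0.27 to 0.77), skeletal muscle (-3.34 to 0.064) and epithelial junction (-0.02 to 0.072) changed sign. In 2225L minus 2151R they were -1.90 to 0.36 for T cell, -6.60 to -1.28 for adipocyte, 4.80 to 6.44 for basal keratin, -1.18 to -0.13 for endothelial, -1.77 to -0.51 for interferon response, -2.15 to -0.57 for macrophage attractant, -2.22 to -1.49 for macrophage, -1.12 to -0.56 for neutrophil attractant, 0.22 to 0.57 for B cell and -0.25 to -0.10 for proliferation, and skeletal muscle changed sign (-0.93 to 3.19). Fits that leave 1 sample of 2225L carry no test.

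Of 55 gene differences, 39 stayed the same and 16 changed. Leaving out genes with a repeated value gave no value for the named genes that hold one, such as Crhbp, Gpx2, Ren1 and Brinp2, and changed none of the others. Without replicate 1 of 2225L, Trp53 changed sign against 2208L (-0.093) and 2151R (-0.38). In 2151R minus 2208L, Mrc1, Cd28, Cd4, Ccl2, Tek, Cdh5 and Pck1 were no longer called with NT, nt and PBS titles only, nor Cd28, Cd4, Ccl2, Tek and Pck1 with 3day nt samples only. Leaving out replicate 1 or 4 of 2151R lost Cd4, and leaving out 2 or 3 lost Pck1. A trend in eBayes lost Alkal2 and Fezf1 in 2225L minus 2208L. Between PBS and 3day nt, the muscle covariate lost Retnla, whose difference did not shrink, and Pvalb, which is in the muscle set. Leaving out replicate 4, 5, 6 or 8 also lost Pvalb. Calls gained were Trp53 in both comparisons of 2225L with library prefix as a covariate, Cfd with PBS samples only as 2208L or sample weights, and Pax5 with quantile normalization, sample weights, the SD filter, or without replicate 3 of 2151R or 2 of 2208L. Fcrla in 2151R minus 2208L, not called, turned to -0.11 with NT, nt and PBS titles only and to -1.21 with 3day nt samples only. Depth is unknown, so what it limits could not be examined.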

Other observations

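The tests below on shuffled gene order, on the differences between cell type scores, on X-linked escape genes and on replicate 7 of 2208L were chosen after the patterns were seen. The first test of tumour cell share, on the neutrophil score alone, was undecided, and tests on differences between scores were then added, first over all samples of 2208L and later by subset.

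The calls between models and subsets were set against other splits of the same samples. Of 100 splits of the 12 samples of 2151R and 2208L, 1, the real one, gave as many called genes, and the next gave 602. Of the 35 splits of the 7 samples of 2208L PBS and 3day nt, 1, the real one, gave as many, and the next gave 11.

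Why PBS and 3day nt samples of a single model differ at so many genes stays open. There were 0 ranges of library numbers that held samples of both subsets, so range and subset cannot be told apart. Muscle RNA in replicates 6 and 8 may contribute. Replicate 7, whose muscle score of 0.39 lies within the PBS range, shared differences from PBS with those samples, with correlations across genes of at least 0.45 when each side was set against other PBS samples. This is a single library and cannot exclude muscle as the cause. Rsc1a1 was at its floor in all 3 samples titled 3day nt and from -0.69 to 0.47 in the other 12, which led to a test of reads shared between similar genes. The 2154 genes with predicted-gene or pseudogene symbols had a median difference of 0.06 and 1130 of them were higher in PBS, so they went both ways and the test cannot decide. Genes at a repeated value in every 3day nt sample and no PBS sample numbered 10, and 9 showed the opposite.

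Neighbouring genes differed together between models. In 261 windows of 60 neighbouring genes, the SD of the window medians of 2151R minus 2208L was 0.347, and 0 of 100 shuffles of gene order gave as much. After removal of trends with GC content and transcript length it was 0.323, so these are not the whole cause. Shuffles alone are a weak reference, since all 15 pairs of samples within 2151R or within a 2208L subset also exceeded them, but at spreads of 0.039 to 0.099. Spreads also grow with the overall size of the gene differences. The shuffled median was 0.146 for 2151R minus 2208L and 0.051 for the pair at 0.099. With the overall shift between samples taken out, no chromosome median in the 15 pairs passed 0.167 in size. Between 2151R and 2208L, 8 of 20 chromosomes passed 0.25. Such limits depend on that step, since medians over all genes were 0.06 and -0.29 in replicates 4 and 5 of 2208L as deposited. The window from Gm20559 to Ankrd7 on chromosome 6 had a median of 1.30 and the window from Skap2 to A730020E08Rik on that chromosome -1.12. DNA copy number differences between the models may be a cause, which no DNA data were used to test. Shared regulation of clustered genes was not tested for these windows either, so the cause stays open.

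The samples of 2225L differed from each other in the same way, though they carry the name of 1 model. The SD of window medians of the CP minus the ROSEN sample was 0.340, 0 of 100 shuffles gave as much, and it was 0.335 after the GC and length correction. The median difference was 0.49 over chromosome 10 and 0.44 over chromosome 11, and 9 of 20 chromosomes passed 0.25. Library prefix is a candidate cause, but the window medians correlated at only 0.18 with those of 2208L PBS minus ROSEN, just under the limit of 0.2 set before the test. The prefix difference in 2208L was also smaller, with an SD of window medians of 0.146, 0 windows beyond 0.5 in size, 0 of 20 chromosomes beyond 0.25, and medians of 0.017 and -0.036 over chromosomes 10 and 11. The median SD under shuffled gene order was 0.105 there and 0.149 for the pair of 2225L. Divergence between copies of the tumour line, or a sample of another tumour, stays open and was not tested. Trp53 was 1.63 in the CP sample and -0.18 in the other.

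Between PBS and 3day nt samples of 2208L the SD of window medians was 0.148, with 0 of 100 shuffles as large and 0.113 after the GC and length correction. The largest shuffled SD was 0.119, and 0.096 after the correction. No chromosome passed 0.25. The 3 windows beyond 0.5 in size ran from Pcdhb14 to Dpysl3 on chromosome 18 (0.67), from Tspan12 to Exoc4 on chromosome 6 (0.56) and from Zfp101 to C4a on chromosome 17 (-0.54). The first holds protocadherin genes that lie side by side, and shared regulation of clustered genes was not tested for any of them, so the cause stays open.

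The macrophage, endothelial and fibroblast sets were all higher in 2151R than in 2208L. A lower share of tumour cells was considered as the cause, and stays open as a part of it. The macrophage minus endothelial score did not differ (-0.0727, exact p 0.719, 4 against 8 samples), but these sets were picked after similar rises of 0.84 and 0.91 were seen, so this decides nothing. By the first test, the neutrophil score differed by -0.87, which did not pass its own test. The macrophage minus neutrophil score was higher in 2151R by 1.70 (pooled SD 0.88, exact p 0.0162, 4 against 8 samples), where a lower tumour share alone would raise both sets alike. In the same samples endothelial minus neutrophil was higher by 1.78 (pooled SD 0.78, exact p 0.004). Fibroblast minus neutrophil was higher by 1.91 (pooled SD 0.94, exact p 0.0081). Each of these differences was larger against PBS than against 3day nt samples. Against PBS the macrophage minus neutrophil score differed by 2.41 (pooled SD 0.62, exact p 0.0286, 4 against 4). This counts against a lower tumour share as the whole cause there. Against 3day nt it differed by 0.70 (pooled SD 0.50, exact p 0.229, 4 against 3). The fibroblast minus neutrophil score differed there by 0.82 (pooled SD 0.39, exact p 0.114), and for both scores the groups overlapped. The endothelial minus neutrophil score differed by 0.94 (pooled SD 0.33, exact p 0.0571), from 0.41 to 0.99 in 2151R and from -0.43 to 0.31 in 3day nt. The endothelial values argue against a lower tumour share as the whole cause. With 4 against 3 samples the smallest possible exact p is 0.0571, which the endothelial minus neutrophil score reached. No exact p under 0.05 was possible, so these tests cannot decide, and a lower tumour share stays open for those samples. A change in the cell types themselves stays open.

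Xist, named after its values were seen, was -3.81 ± 0.63 (SD, n = 2) in 2225L and 0.83 ± 0.98 (SD, n = 8) in 2208L. Within 2208L it was 1.68 ± 0.50 (SD, n = 4) in PBS and -0.04 ± 0.18 (SD, n = 3) in 3day nt samples. Loss of the inactive X would lower genes that escape inactivation relative to other X-linked genes. The median of 7 escape genes minus that of 545 others was -0.16 in 2225L minus 2208L and 0.28 in PBS minus 3day nt, and both lay between the limits set for and against, so loss of the inactive X may or may not be the cause.

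In T11, Myf5 was 10.22 and Cdh15 was 7.54, both named after their values were seen. In the other 14 samples Myf5 lay from -0.64 to 3.42. No explanation was tested, and T11 has no replicate.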
